A study of Mus musculus with 14 samples. Its data were reported in "Sequential deregulation of histone marks, chromatin accessibility and gene expression in response to PROTAC-induced degradation of ASH2L" (2023).

How the data were processed

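Chromatin immunoprecipitation and sequencing (ChIP-seq) of trimethylated lysine 4 of histone H3 (H3K4me3) was performed in immortalised mouse embryo fibroblasts (iMEFs) whose only ASH2L protein was a fusion with FKBP. ASH2L is a core subunit of the complexes that methylate H3K4. The compound dTAG tethers the FKBP part to an E3 ubiquitin ligase, and the fusion protein is then degraded. The labels describe 14 libraries. Of these, 12 are H3K4me3 libraries in 6 groups of 2 replicates, namely untreated cells and cells treated for 30 min, 2 h, 4 h, 8 h or 16 h. The other 2 are input libraries, 1 from untreated cells and 1 from cells treated for 16 h.

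Per the authors' methods, reads were trimmed with Trim Galore, aligned with BWA to the mouse genome build mm10 (GRCm38.p6), and filtered with samtools. Replicates were merged with Picard, and narrow H3K4me3 peaks were called with MACS. The deposited peak list is a union over all samples. The deposited enhancer list holds regions that the authors defined by H3K4me1, H3K27ac and accessible chromatin in control cells, without regions that overlap 1 kb on either side of a transcription start site (TSS). Both lists give a chromosome, a start and an end for each region. They hold no score, and they have 0 columns of values per sample. The depth that each library reached is therefore unknown here, no replicate error could be computed, and changes in H3K4me3 between time points were not analysed here. The design written before the data were examined had a count test for these changes, which positions do not allow.

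The counting base of each list was read from the widths. In the peak list, end minus start was never below 200 and equalled 200 in 1394 peaks, so starts were taken to count from 0. In the enhancer list, the most frequent difference was 199, in 297 regions, so starts were taken to count from 1. A wrong choice would move a start by 1 base. No region reached past the end of a chromosome of the reference GRCm38.p6, over the 21 chromosomes compared, and 8 regions overlapped an assembly gap. All positions below are in this build and count from 1.

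TSSs were the 5' ends of all transcripts of GENCODE release M21, which gave 132629 distinct positions on chromosomes 1 to 19, X and Y. The authors named a later release as the source of the reference genome and took distances to TSSs from Homer. Their TSS set can therefore differ from the one used here, by an amount that was not measured. A region was assigned by the distance of its centre to the nearest TSS. Peaks within 1 kb were called promoter peaks and all others TSS-distal peaks. For genes, a peak was counted when any of its bases lay within 1 kb of a TSS of the gene, since the centre of a wide peak can lie far from the TSS. CpG islands were called from the reference sequence with repeats masked, by scoring 17 for each CpG and -1 for each other base, and keeping segments over 200 bp with a GC content over 50% and a ratio of observed to expected CpGs over 0.6. This gave 16095 islands. They are not the published island track, which was not used here.

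Shares of regions were compared with 1000 random placements of regions of the same widths within the same chromosome and outside gaps. The smallest two-sided permutation p-value these can give is 0.002. For TSS-distal peaks, enhancers and placements were both kept outside the TSS windows. Widths were compared with a two-sided permutation test of 100000 resamples, whose smallest p-value is 1e-05. CpG islands were compared with a two-sided Fisher's exact test. The gene list was set against 10000 random lists of the same size. Regions and genes are not replicates, and these tests describe the lists against random positions, not the spread between cultures. Shares carry Wilson 95% confidence intervals, which cover counting error only. Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3, Numba 0.67.0 and Matplotlib 3.10.9 were used.

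The functions were tested on simulated data. Interval functions and brute-force versions differed in 0 of 1600 queries. The placement test called 4 of 100 lists without an effect and 20 of 20 lists with planted regions. The island caller recovered 99 of 99 planted islands and called 0 elsewhere. The width test called 3 of 100 draws without a difference and 20 of 20 with one.

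Alternatives were other TSS sets and windows, any overlap in place of the centre, autosomes only, circular shifts of each chromosome, peaks of at least 500 bp, peaks merged within 1 kb, other overlap rules, stricter islands and other distances. The tests, the gene list and these alternatives were fixed before the data were examined. RefSeq TSSs and the omission of chromosome 15 were added after seeing the data. The genes named were also fixed beforehand. They were genes the study named, subunits of the H3K4 methyltransferase complexes, H3K4 demethylases, Xist and Y-linked genes, the 5 widest peaks, the 3 windows of 1 Mb with the most enhancers, and the olfactory and vomeronasal receptor families as negative controls. The 74 peaks on scaffolds and patches had no place in the chromosome-based tests and were left out of them.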

Results

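H3K4me3 was mapped by ChIP-seq in iMEF cells that depend on an FKBP-ASH2L fusion protein, in untreated cells and at 5 times after addition of dTAG, with 2 replicates each. The data analysed are 2 lists of positions, the H3K4me3 peaks found across all libraries and the putative enhancers of control cells. Neither list separates samples, so values below have no replicate error and do not compare time points.

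To describe where H3K4me3 was found, the peaks were first counted and measured. The list held 25431 peaks, of which 25357 lay on chromosomes 1 to 19, X and Y. These covered 22.3 Mb, or 0.817% of the chromosomes. Their median width was 683 bp, with quartiles of 306 and 1236 bp and a maximum of 7417 bp. Of all peaks, 1394 (5.48%) had the shortest width of 200 bp. Restricting the list to peaks of at least 500 bp left 15132. Among autosomes, peak density ranged from 6.73 per Mb on chromosome 14 to 15.7 per Mb on chromosome 11. It was 4.99 per Mb on chromosome X, and chromosome Y carried 3 peaks.

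The study asked how H3K4me3 relates to promoters. The centres of 17586 of the 25357 peaks lay within 1 kb of a TSS, a share of 69.4% (95% CI 68.8 to 69.9). Random placements gave 6.38% on average and at most 6.83% (permutation p = 0.002, the smallest the placements can give). The share moved most, to 88.1%, when only peaks of at least 500 bp were used. A further 2089 peaks (8.24%) lay at 1 to 2 kb and 813 (3.21%) at 2 to 3 kb. The remaining 4869 peaks (19.2%, 95% CI 18.7 to 19.7) were farther away.

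CpG islands are stretches rich in CpG dinucleotides that mark many promoters. An island overlapped 12682 of 17586 promoter peaks (72.1%, 95% CI 71.5 to 72.8) and 958 of 7771 TSS-distal peaks (12.3%, 95% CI 11.6 to 13.1). The odds ratio was 18.4 (95% CI 17.1 to 19.8). The two-sided p-value of Fisher's exact test had a log10 of -1822. Both shares depended on the definition. Stricter islands gave 49.8% of promoter peaks and 5.97% of TSS-distal peaks. When an island within 1 kb of the nearest TSS was counted in place of an overlap with the peak, the shares were 82.1% and 40.9%. They were 83.9% and 38.1% for peaks of at least 500 bp, and 82.4% and 16.9% for peaks merged within 1 kb. The odds ratio ranged from 6.64 with the island near the TSS to 22.9 with merged peaks. Of the enhancers, 811 of 32965 (2.46%) overlapped an island.

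Promoter peaks were wider than TSS-distal peaks. The medians were 951.5 bp, with quartiles of 513 and 1419 bp, and 284 bp, with quartiles of 219 and 477 bp. The difference of 667.5 bp had a two-sided permutation p of 1e-05, the smallest the resamples can give. Among peaks of at least 500 bp the difference was 394.5 bp, and among peaks merged within 1 kb it was 1182 bp. It was 600 bp with promoters taken within 3 kb of a TSS and 659 bp without chromosome 15.

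**Figure D1:**
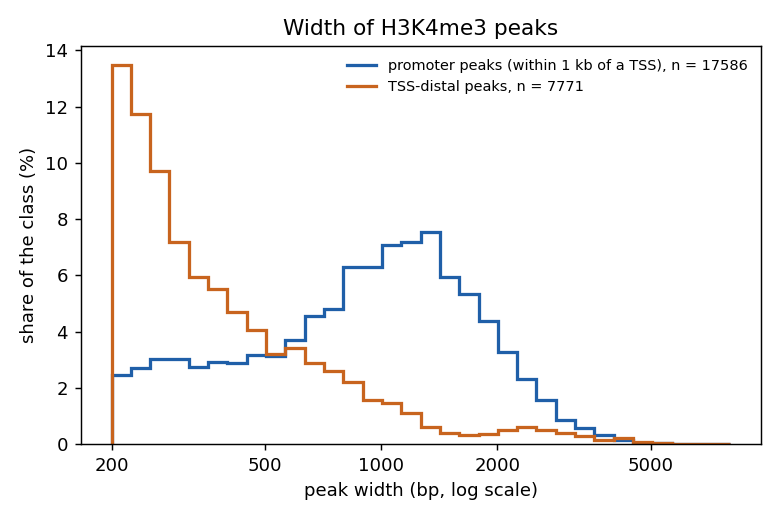
Distribution of H3K4me3 peak widths (x axis, bp, log scale) as the share of each class (y axis, percent) for 17586 promoter peaks and 7771 TSS-distal peaks. The TSS-distal class is concentrated at the narrow end with a median of 284 bp, and the promoter class is centred at higher widths with a median of 951.5 bp.

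The 5 widest peaks each contained a TSS. The widest, of 7417 bp, was on chromosome 7 from 100925790 to 100933206 and contained a TSS of Arhgef17. Exons made up 47.7% of its bases and introns 37.5%. Its centre lay 2609 bp from the nearest TSS, so the centre rule counted it as TSS-distal. A peak of 7184 bp on chromosome 5, from 57714561 to 57721744, contained TSSs of Pcdh7 and 4932441J04Rik and was 78.0% exonic. A peak of 7130 bp on chromosome 18, from 75371168 to 75378297, contained a TSS of Smad7 and was 96.96% intronic. The 6692 bp peak on chromosome 5, from 142810955 to 142817646, contained a TSS of Tnrc18 and was 88.0% intronic. Its centre lay 3079 bp from the nearest TSS, so it was also counted as TSS-distal. The 6270 bp peak on chromosome 17, from 70848315 to 70854584, contained TSSs of Tgif1 and Gm9320, with 41.6% of bases in exons and 54.9% in introns.

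Genes with a known role in the system were examined next. Egr1 (chromosome 18, 34859823 to 34864984) had 3 peaks, the widest of 3380 bp. Rspo2 (chromosome 15, 43020794 to 43170826) had 1 peak of 2805 bp and 6 enhancers in its gene body. Zfp503 (chromosome 14, 21983959 to 21989601) had 2 peaks, and the wider measured 426 bp. Rab8a, Il7 and Nrf1 had 1 peak each, of 1149, 1233 and 2205 bp. No peak lay within 1 kb of a TSS of Ppbp. Ash2l (chromosome 8, 25815996 to 25847694) had 5 peaks, the widest of 1979 bp. That peak, from 25840077 to 25842055, lay inside the gene and did not reach its 5' end at 25847694. The authors had deleted an exon of this endogenous gene, and the fusion protein came from an introduced construct. Of 15 genes for complex subunits, methyltransferases and H3K4 demethylases, 14 had a peak. Their widest peaks ranged from 1236 bp at Dpy30 to 4326 bp at Kmt2d, with a median of 2291 bp. The gene without a peak was the Y-linked Kdm5d. The Y-linked Ddx3y, Uty and Eif2s3y also had 0 peaks, and Xist on chromosome X had 1 peak of 2082 bp.

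Receptor genes of sensory neurons served as a background. A peak was found at 12 of 1135 Olfr genes (1.06%, 95% CI 0.606 to 1.84) and at 3 of 329 Vmn1r and Vmn2r genes (0.912%, 95% CI 0.311 to 2.65). Of all 21938 protein-coding genes, 12966 had a peak (59.1%).

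Peak width was then compared at transcription factor genes of fibroblasts. Of the 24 genes listed, 22 had a peak, and Meox1 and Tcf21 had none. The median widest peak was 2706 bp. Random lists of the same size, drawn from 12950 genes with a peak, had a mean median of 1261 bp and a maximum of 2200 bp, so the list lay above all 10000. Matching the random genes on CpG islands gave a mean of 1257 bp and a maximum of 1950 bp. The random genes were not restricted to transcription factors or matched on their number of TSSs. The comparison therefore cannot tell whether the width goes with fibroblast genes or with transcription factor genes in general. The widest peaks of the list were at Snai1 (4293 bp), Nfix (4154 bp) and Foxp1 (4060 bp), and the narrowest at Osr1 (786 bp).

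The enhancer list was compared with the peaks. It held 32965 regions with a median width of 405 bp that covered 17.01 Mb. Of these, 2397 (7.27%, 95% CI 6.996 to 7.56) had their centre within 1 kb of a GENCODE TSS, against 6.21% on average in random placements (permutation p = 0.002, the smallest possible). This direction depended on the TSS set. With RefSeq TSSs the share was 0.528%, below the 2.14% of placements (permutation p = 0.002, the smallest possible). The placements move each enhancer on its own and do not keep the clustering described below. Both p-values can therefore be too small, and a circular shift, which keeps the spacing, was not run for this share.

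Enhancers overlapped 2624 of 25357 peaks (10.3%, 95% CI 9.98 to 10.7), against a placement maximum of 2.11%. Outside the TSS windows, they overlapped 1578 of 7771 TSS-distal peaks (20.3%, 95% CI 19.4 to 21.2), and placements gave 1.09% on average and at most 1.40%. Both had a permutation p of 0.002, the smallest the placements can give. Among TSS-distal peaks of at least 500 bp the share was 33.4%. In turn, 2479 enhancers (7.52%) overlapped a peak.

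The median distance from an enhancer to the nearest peak was 37.98 kb, and placements had a mean of 71.0 kb and a minimum of 68.8 kb (permutation p = 0.002, the smallest possible). Enhancers also lay close to each other. Of the 32965 enhancers, 21210 (64.3%, 95% CI 63.8 to 64.9) were within 12500 bp of another, against 29.7% on average and at most 30.6% in placements (permutation p = 0.002, the smallest possible). At 50 kb the share was 88.6%, against 74.0% in placements.

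The 3 windows of 1 Mb with the most enhancers lay on chromosomes 2, 9 and 16. The mean over 2737 windows was 12.04 enhancers. The window on chromosome 2 from 117000001 to 118000000 held 66 enhancers, 3 of them in the 3 protein-coding genes there. The window on chromosome 9 from 41000001 to 42000000 held 59 enhancers, 3 of them in Ubash3b. The window on chromosome 16 from 24000001 to 25000000 held 58 enhancers, of which 39 lay in Lpp.

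**Figure D2:**
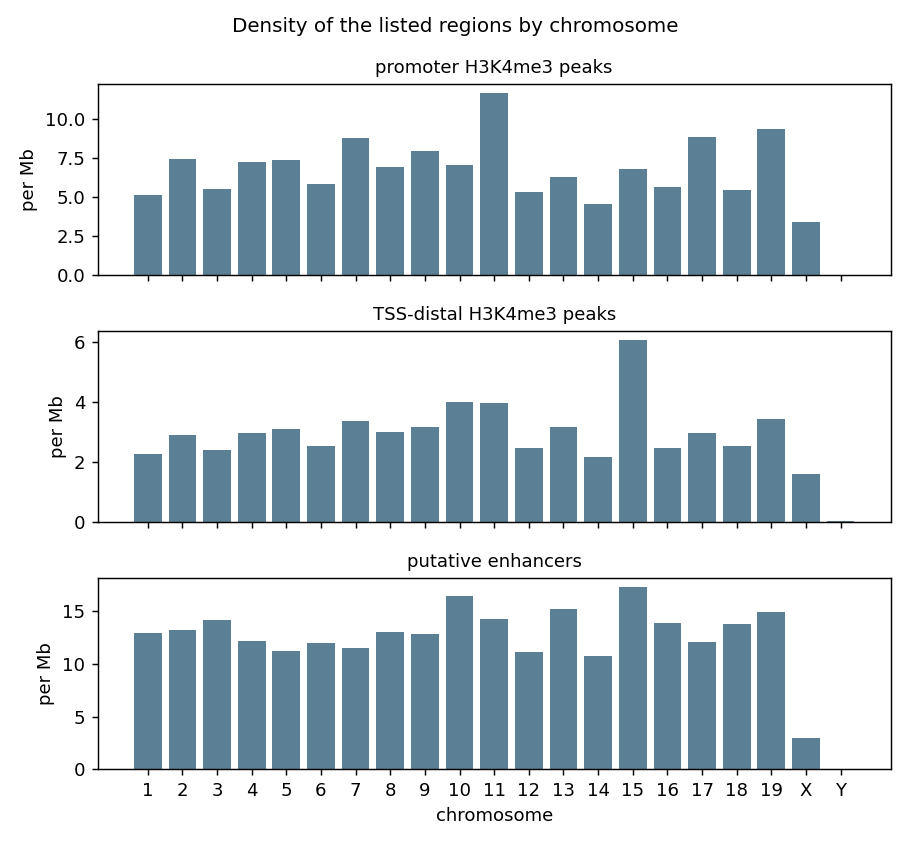
Density of promoter H3K4me3 peaks, TSS-distal H3K4me3 peaks and putative enhancers (y axes, regions per Mb) for each chromosome (x axis), with 1 bar per chromosome and no replicates. Chromosome 15 has the highest density of TSS-distal peaks at 6.07 per Mb, and chromosome X has 2.92 enhancers per Mb.

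TSS-distal peaks were unevenly spread. Their density was 6.07 per Mb on chromosome 15 and from 2.18 to 3.99 per Mb on the other autosomes. Enhancers were also most dense on chromosome 15, at 17.3 per Mb, against 10.8 to 16.4 per Mb on the other autosomes. Chromosome X had 2.92 enhancers per Mb.

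**Figure D3:**
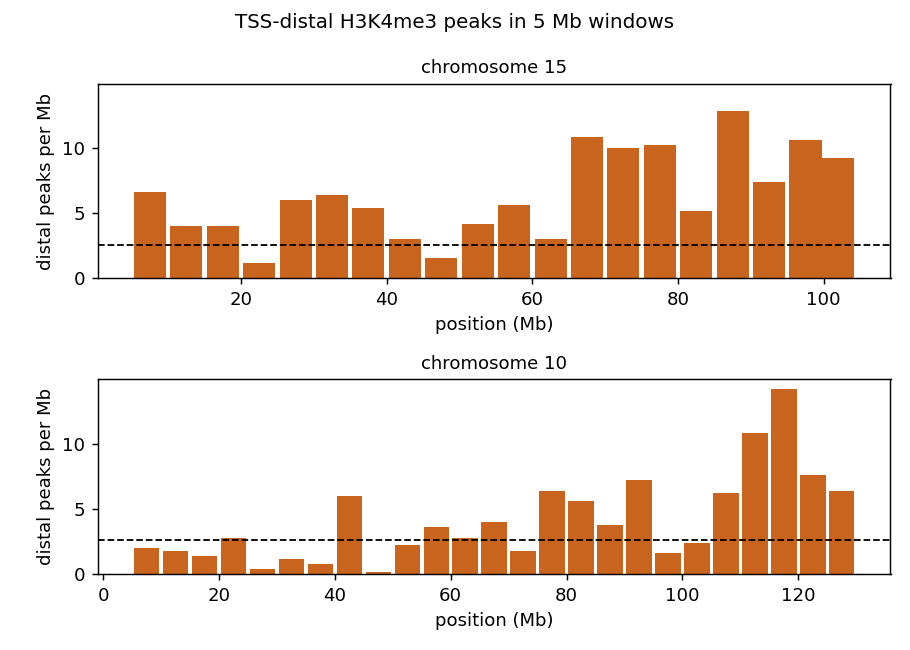
TSS-distal H3K4me3 peaks per Mb (y axis) in windows of 5 Mb along chromosomes 15 and 10 (x axis, Mb), with the median of 2.60 per Mb over the windows of the autosomes other than 15 as a dashed line; windows that lie mostly in gaps or past the chromosome end are left out. On chromosome 15, 18 of 20 windows lie above the line.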

Values the study reported

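The study reported H3K4me3 signals at 25,431 sites. It described 18,791 of these as associated with promoters, 79% of which had a CpG island. No window was stated with the count of 18,791. The study took islands from a published track and looked for them within 1 kb of TSSs. The main shares above counted islands called from the sequence that overlapped the peak itself. These values are therefore not directly comparable with those above. It also listed 32,963 putative enhancers. Sequencing was planned for at least 40–50 M raw reads from each ChIP library.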

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

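The test in this part was chosen after the result was seen. The peak list held 74 peaks on 26 scaffolds and patches outside the chromosomes, in data that the report's comparisons did not use. Any count above 0 would have been flagged, so the flag shows only that such peaks exist. A technical source is sequence that is present in more copies in the genome than in the assembly, so that reads pile up on the copy that is listed. On the scaffold with the most, 26 peaks lay within 107015 bp, or 243 per Mb, against 9.30 per Mb over the chromosomes. However, the densest window of that span on the chromosomes held 42 peaks, so the density by itself does not set the scaffold apart, and this explanation stays open. The median peak width on the scaffold was 348 bp, nearer to that of TSS-distal peaks (284 bp) than of promoter peaks (951.5 bp). The input libraries that would decide it were not analysed here. No biological explanation was tested.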

How the results depend on the processing

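No paired analysis was possible because the lists carry positions only, although the labels give the groups shared replicate numbers. Of 44 alternative values with a test, 42 kept the direction and the side of the threshold of the main value. For the 4 alternatives of the CpG island comparison, the log10 of Fisher's two-sided p was between -1548 and -354.3. The values cover the share of peaks at TSSs, CpG islands, the overlap with enhancers, widths, distances, clustering and the fibroblast gene list. The alternatives with RefSeq TSSs and without chromosome 15 were chosen after seeing the data.

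The share of enhancers within 1 kb of a TSS reversed its direction against random placement in 2 settings. With 1 TSS per gene it was 3.77% against 3.89% in placements (permutation p = 0.262). With RefSeq TSSs it was 0.528% against 2.14%. The TSS set is all that these settings changed.

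Some values moved with the peak set. Requiring at least 500 bp left 15132 peaks with a median width of 1114 bp, which follows from the rule itself. Merging peaks within 1 kb raised the median width to 1151 bp, again by construction. The share of peaks beyond 3 kb of a TSS was 23.7% with protein-coding TSSs, 27.3% with 1 TSS per gene and 25.2% with RefSeq TSSs, each of which uses fewer TSSs. With any overlap in place of the centre, 6.24% lay at 1 to 2 kb and 2.73% at 2 to 3 kb. In all, 13 of the 60 alternative values moved in this way, and the others not given here were shares between 1 and 3 kb.

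Some settings listed beforehand were not run. The lists hold no score, so the upper part by score was not taken. A circular shift keeps the spacing of enhancers and so cannot test their clustering. It was also not run for the share of enhancers near a TSS. The window of 3 kb was run for the shares of peaks and enhancers near a TSS, but not for the distance classes, where 3 kb is already a boundary. All alternatives for changes over time need values per sample. The lists do not give the depth that the libraries reached, which limits what can be said of narrow peaks, since weak sites are found or missed with depth.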

Other observations

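Most tests in this part were chosen after the result was seen. The exceptions were the tests of repeats on chromosomes 15 and X and of tRNA genes. Those tests were nevertheless not part of the design written before the data were examined. No group of the design offers a biological explanation for these patterns, and apart from active enhancers on chromosome 15 none was tested.

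TSS-distal peaks were most dense on chromosome 15. More promoters do not account for it, since the chromosome had 6.78 promoter peaks per Mb, inside the range of 4.56 to 11.7 of the other autosomes. H3K4me3 at active enhancers does not account for it either. Of its distal peaks, 15.2% overlapped an enhancer, against 1620 of 6864 (23.6%) on the other autosomes (two-sided Fisher's exact test, p = 7e-07). This comparison counted all enhancers, including those in the TSS windows, unlike the 1578 overlapping peaks given above. With enhancers kept outside the TSS windows, the share was 20.3% over all chromosomes and 20.9% without chromosome 15. The direction was thus the same, but this difference was not tested. Repeats made up 16.2% of distal peak bases on chromosome 15, within the 13.02 to 17.16% of the other autosomes. Extra copies of the chromosome in the cell line stay open. In 18 of its 20 windows of 5 Mb the density was above the median of the other autosomes' windows, so the excess was not limited to a few windows. This count largely restates the high density for which the chromosome was picked, and it does not measure copy number. The windows also ranged from 1.20 to 12.8 per Mb. The share of peaks at the shortest width, 10.3%, was also the highest of the autosomes. Copy number was not analysed here.

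Distal peaks were also dense on chromosome 10 between 110000001 and 130000000, the 4 consecutive windows with the most, at 9.75 per Mb against 3.06 in the other 21 windows. Promoter peaks there were at 10.1 per Mb against 6.75 (exact permutation test, p = 0.384), and the last window, from 125000001, held 104 of the 201. This excess depended on the choice of segment. Moved 1 window earlier, the segment had 9.70 distal and 5.50 promoter peaks per Mb. More promoters do not account for the density as a whole. On the autosomes other than 10 and 15, 66 overlapping runs of 4 windows had at least as many promoter peaks per Mb, and 0 of them reached the distal density of the segment, with a highest value of 7.27 per Mb. With chromosome 15 included, 1 of 71 such runs reached it. Extra copies of the segment stay open, since enhancers were at 21.1 per Mb against 16.2 (exact permutation test, p = 0.202).

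TSS-distal peaks lay next to tRNA genes. Of 7771, 201 (2.59%) were within 1 kb of a RefSeq tRNA gene. The region of chromosome 13 from 21000001 to 24000000, near histone gene clusters, held 79 of these, with 104 of 403 tRNA genes. That neighbourhood is not the whole cause, since 122 lay elsewhere, against 1.38 on average and at most 6 in random placements (permutation p = 0.002, the smallest possible).

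Putative enhancers were sparse on chromosome X. Fewer promoters do not account for it, since X had 0.862 enhancers per promoter peak and the autosomes at least 1.22. Repeats do not either, with 5.74 enhancers per Mb outside repeats on X and at least 17.01 on the autosomes. Fewer copies of X remain open. Distal peaks per promoter peak were at 0.471, inside the autosomal range of 0.335 to 0.895, while distal peaks per Mb were at 1.60, below the lowest autosome at 2.18, so fewer copies and an equal number cannot be told apart here.

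Some putative enhancers lay within 1 kb of a GENCODE TSS, although the definition excluded TSS windows. A possible explanation is that a smaller TSS annotation was used for the exclusion. The share at RefSeq TSSs was 0.528%, under every random placement, which is consistent with this.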
